A study of Mus musculus with 62 samples.

How the data were processed

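Gene expression was measured by RNA sequencing in the liver, the prefrontal cortex and the striatum of female C57BL/6 mice that had swallowed a mixture of polychlorinated biphenyls (PCBs) at a dose of 0.1, 1 or 6 mg/kg, or vehicle alone. Per the labels' protocols, RNA was isolated with TRIzol and spin columns, and messenger RNA was enriched by either poly(A) capture or removal of ribosomal RNA, without a statement of which. The authors deposited 1 table of whole-number read counts per gene for each tissue, with Entrez gene identifiers and a column for each library. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated, so no coordinates are given. Each table was checked and held no value that was not a whole number, and the smallest total of a listed gene over the libraries of its table was 10 counts in each tissue, so genes under that total were not analysed here.

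Samples were grouped by the tissue and dose in their labels, and each column was matched to a sample by its title. Each title holds a tissue letter and an animal number, and the number recurs across tissues within a dose group. The same number was therefore taken as the same mouse, an assumption used only when a pair of tissues was compared. Gene symbols came from the NCBI RefSeq gene list of assembly GRCm38.p6, which named 99.95% of the liver, 99.97% of the prefrontal cortex and 99.95% of the striatum identifiers. Libraries of the same group were compared by a chi-square test of their counts over genes with at least 20 counts. The smallest chi-square per degree of freedom was 12.9 in the liver, 4.84 in the prefrontal cortex and 2.94 in the striatum, so no pair agreed within sampling noise and each library counted as 1 replicate.

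The counts of each tissue were fitted with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the dose groups, libraries were scaled by the trimmed mean of M values (TMM), and all dose groups of a tissue entered a single quasi-likelihood fit with robust dispersions. Each dose was tested against vehicle, a dose trend was tested as a slope over dose rank, and the tissue-by-dose interaction was tested on the vehicle and 6 mg/kg libraries of a pair of tissues. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted value under 0.05 were counted as passing. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. Expression levels are TMM-scaled CPM (counts scaled to a common library total, as edgeR computes them), and log2 CPM used a prior count of 2. The contrasts, the tests, a first set of alternatives, the rule for naming genes and 11 gene lists were fixed before the data were examined. For the lists of xenobiotic response genes and of thyroid hormone and dopamine genes, p-values were adjusted over the list alone as well as over all genes.

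Genes are named by that rule. For 6 mg/kg against vehicle, the rule took the 4 genes with the smallest p in each direction among those that passed with every 6 mg/kg library on the same side of the vehicle mean. Where fewer than 2 genes passed, the 2 with the smallest p are given as not passing. For interactions and other doses it took the 2 passing genes with the smallest adjusted p, and for lists at most 10 passing genes per tissue. Genes outside the rule are said to have been chosen after their values were seen.

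The fits were tested on simulated counts in which 200 genes were changed. At 6 mg/kg against vehicle, 81% of them were recovered among 12792 liver genes, 96.5% among 14722 prefrontal cortex genes and 97% among 15001 striatum genes, and false calls made up 4.1%, 4.5% and 3.5% of the calls. For the interactions the recovered shares were 88% for striatum against prefrontal cortex over 14929 genes, 71.5% for liver against prefrontal cortex over 14259 genes and 69% for liver against striatum over 14391 genes. Only genes above a minimum expression were changed, and noise was independent, with no shift shared among libraries. Each simulated change was larger than the log2 fold changes of the genes named below as having the smallest p in either brain region. The shares therefore do not show how smaller changes or shifts shared among libraries would be called.

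Alternatives fixed beforehand were the Wald test of DESeq2 1.42.0, median-ratio size factors, no filter on low counts, a mean of at least 10 counts, a fit on the dose group and vehicle alone, 1 surrogate variable from sva 3.50.0, a slope over mg/kg, the animal number as a block, and the removal of each replicate in turn. Further alternatives were added after the data had been seen. They were an offset for GC content and transcript length, the GC slope of each library as a covariate (the Spearman correlation across genes between a library's deviation from the mean and GC content), 0.1 mg/kg as the reference, and expression scores as covariates. GC content and length came from the longest GENCODE vM21 transcript and were known for 96.5% of the tested liver genes, 95.3% of the prefrontal cortex genes and 95.4% of the striatum genes. Permutation tests were two-sided, those of correlations with 100000 draws, and those between groups were exact over all splits. Permutation tests and figures used Python 3.11 tools, namely numpy, pandas, scipy and matplotlib. Counting error follows from library totals between 7381179 and 12135200 counts, at which 3 counts in the liver library of vehicle animal 3 equalled 0.313 CPM. Reads carried no molecular identifiers, so such floors cover counting error only.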

Results

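RNA sequencing counts were analysed for 62 libraries from the liver, the prefrontal cortex and the striatum of female C57BL/6 mice, an inbred laboratory strain. The mice received by mouth a mixture of PCBs, persistent industrial chemicals, named the MARBLES mixture in the series description, at 0 (vehicle), 0.1, 1 or 6 mg/kg. The prefrontal cortex and striatum each had 4 vehicle libraries, 5 at 0.1 mg/kg, 6 at 1 mg/kg and 6 at 6 mg/kg, and the liver had 4, 4, 6 and 6. The comparisons ask which transcripts differ from vehicle at each dose in each tissue, whether they change with dose, and whether the effect of 6 mg/kg differs between tissues.

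Total counts, given in M (10⁶ counts), ranged from 7.38 to 10.2 M in the 20 liver libraries, from 8.72 to 12.1 M in the 21 prefrontal cortex libraries and from 8.28 to 12.02 M in the 21 striatum libraries. In the striatum, totals averaged 8.88 ± 0.249 M at 6 mg/kg (SD, n = 6) and 10.3 ± 0.139 M in vehicle (SD, n = 4), with no overlap. Liver totals averaged 8.39 ± 0.981 M at 6 mg/kg (SD, n = 6) and 9.54 ± 0.507 M in vehicle (SD, n = 4).

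**Figure D1:**
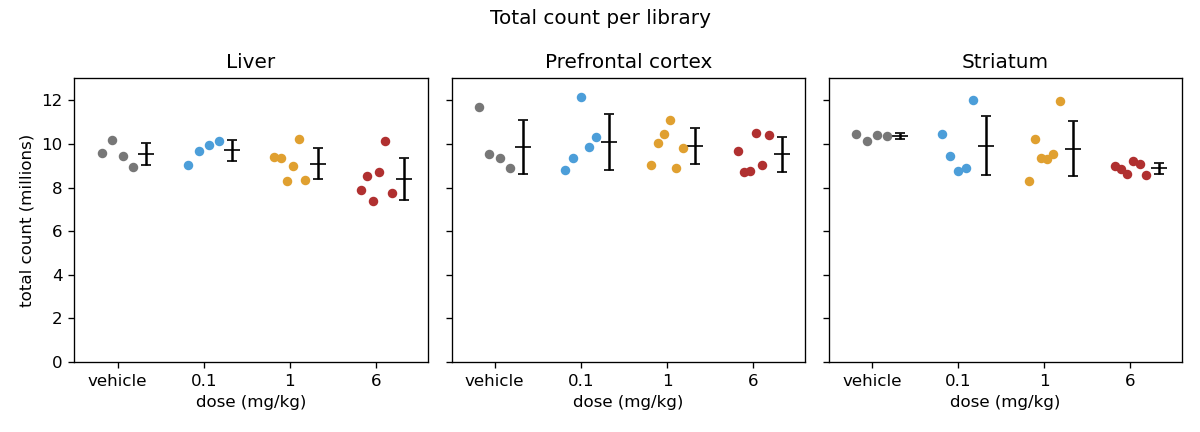
Total count per library in M (10⁶ counts; vertical axis) by dose in mg/kg (horizontal axis) for each tissue; points are libraries, and bars beside them give the mean and SD of the group. The 6 striatum libraries at 6 mg/kg lie between 8.55 and 9.20 M, below the 4 vehicle libraries at 10.1 to 10.5 M.

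In the liver, 6 mg/kg was compared with vehicle over 12968 genes. By edgeR's quasi-likelihood test, 363 genes passed an adjusted p of 0.05, with 234 higher and 129 lower at 6 mg/kg, and 3136 genes had an unadjusted p under 0.05. The count depended on the fit: with only the 6 mg/kg and vehicle libraries it was 13, and with DESeq2 it was 1138. It also depended on single vehicle animals, since 3 genes passed without animal 4 and 11 without animal 3. With an offset for GC content and transcript length, 125 genes passed, 111 of them among the 363.

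Of the higher genes, Gbp11 (Entrez 634650) rose from 2.31 ± 0.192 CPM in vehicle (SD, n = 4) to 17.2 ± 10.4 CPM at 6 mg/kg (SD, n = 6), a log2 fold change of 2.90 with a standard error of 0.393 and an edgeR adjusted p of 0.00134. Trib1 (Entrez 211770) rose from 19.0 ± 1.52 to 38.3 ± 3.97 CPM, with a log2 fold change of 1.02 (SE 0.145, edgeR adjusted p 0.00179). The Trib1 mean was already 40.2 ± 3.83 CPM at 0.1 mg/kg (SD, n = 4), and its log2 difference between 6 and 0.1 mg/kg was -0.06. Mafg (Entrez 17134) rose from 49.5 ± 9.46 to 96.6 ± 12.8 CPM, a log2 fold change of 0.98 (SE 0.155, edgeR adjusted p 0.00592). Cyp2b10 (Entrez 13088), a cytochrome P450, rose from 1.54 ± 0.633 to 100.4 ± 104 CPM, a log2 fold change of 6.01 (SE 0.912, edgeR adjusted p 0.00592). Its 6 mg/kg libraries spanned 11.2 to 249 CPM and its vehicle libraries 0.738 to 2.25 CPM, which corresponded to between 7 and 23 counts.

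Of the lower genes, Dnajb9 (Entrez 27362) fell from 67.2 ± 15.4 CPM in vehicle (SD, n = 4) to 18.3 ± 6.05 CPM at 6 mg/kg (SD, n = 6), a log2 fold change of -1.87 (SE 0.233, edgeR adjusted p 0.00066). Immp1l (Entrez 66541) had a log2 fold change of -1.06 (SE 0.183, edgeR adjusted p 0.00932), Hspa13 (Entrez 110920) of -1.25 (SE 0.229, edgeR adjusted p 0.0134) and Lysmd3 (Entrez 80289) of -0.90 (SE 0.167, edgeR adjusted p 0.0134).

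**Figure D2:**
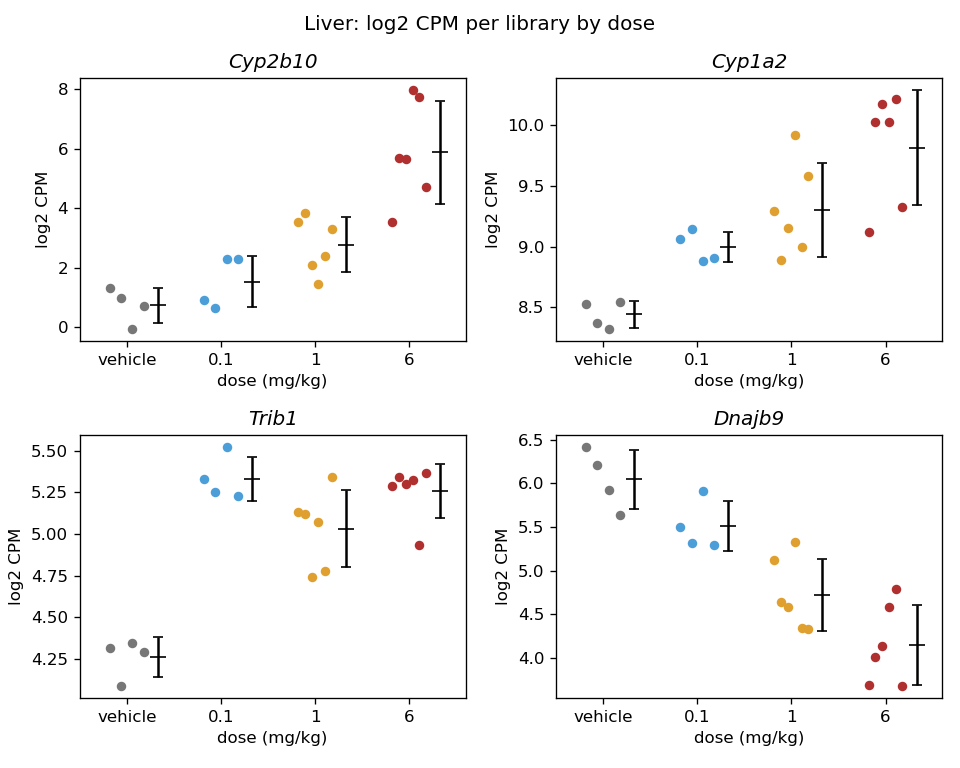
Expression of 4 genes in the liver as log2 CPM (vertical axis) by dose in mg/kg (horizontal axis); points are libraries, and bars beside them give the group mean and SD. Cyp2b10 and Cyp1a2 are higher in every 6 mg/kg library than in any vehicle library, Trib1 is higher than vehicle at each dose, and Dnajb9 is lower in every 6 mg/kg library than in any vehicle library.

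At 1 mg/kg no liver gene passed, and 1095 had an unadjusted p under 0.05. At 0.1 mg/kg 2 genes passed and 532 had an unadjusted p under 0.05. They were Trib1, with a log2 fold change of 1.08 (SE 0.155, edgeR adjusted p 0.00635), and Usp2 (Entrez 53376), which rose from 6.01 ± 1.56 to 29.98 ± 14.8 CPM (SD, n = 4 in both groups), a log2 fold change of 2.32 (SE 0.389, edgeR adjusted p 0.0387). Of the 363 genes that passed at 6 mg/kg, 352 changed in the same direction at 0.1 mg/kg and 363 at 1 mg/kg, with a median ratio of log2 fold changes of 0.377 and 0.495; the contrasts share the 4 vehicle libraries, so these directions are not independent. Over dose rank, 624 liver genes had a slope that passed, 370 rising and 254 falling. Every dosed liver lay above every vehicle liver in the clock index (log2 Dbp minus log2 Arntl), taken up under the other observations. Neither the slopes nor the comparison at 0.1 mg/kg were adjusted for this difference.

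The xenobiotic response list holds genes of foreign-compound metabolism and transport, and 60 of them were tested in the liver. At 6 mg/kg 17 passed when adjusted over the list, 13 higher and 4 lower, and 10 passed when adjusted over all genes. The count over all genes depended on single animals. It was 0 without vehicle animal 4, 2 without vehicle animal 3 and 17 without 6 mg/kg animal 56. Cyp1a2 (Entrez 13077) rose from 348.6 ± 26.8 CPM in vehicle (SD, n = 4) to 939.2 ± 272 CPM at 6 mg/kg (SD, n = 6), a log2 fold change of 1.44 (SE 0.231, edgeR list-adjusted p 8.22e-05), and Cyp2b10 had the same list-adjusted p. Ces2a (Entrez 102022) had a log2 fold change of 1.01 (SE 0.173, edgeR list-adjusted p 0.000143). The other 7 of the 10 genes with the smallest p were Cyp3a59, Cyp2c50, Cyp2c54, Abcc3, Cyp2c37 and Nr1i2, which were higher by log2 fold changes of 1.20, 1.16, 3.31, 1.08, 1.04 and 0.71, and Cyp2c38, with a log2 fold change of -0.84. Members of the Cyp2c, Cyp3a and Cyp2b families are similar in sequence, and how reads that match several of them were counted is not stated, so their separate values are uncertain. Cyp1a1 (Entrez 13076) averaged 2.09 ± 2.19 CPM at 6 mg/kg (SD, n = 6) and 0.71 ± 0.288 CPM in vehicle (SD, n = 4) and did not pass over the list (edgeR list-adjusted p 0.112); it was chosen after its values were seen. With 0.1 mg/kg as the reference in place of vehicle 6 list genes passed, and with the clock index (log2 Dbp minus log2 Arntl) as a covariate 3 passed.

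In the prefrontal cortex no gene of 14838 passed at 6, 1 or 0.1 mg/kg, and 1376, 1230 and 954 genes had an unadjusted p under 0.05. With 1 surrogate variable, 83 genes passed at 6 mg/kg. The genes with the smallest p at 6 mg/kg did not pass: Pdgfb (Entrez 18591) fell from 51.9 ± 2.77 CPM (SD, n = 4) to 35.3 ± 6.04 CPM (SD, n = 6), and Pcdh1 (Entrez 75599) fell from 386.1 ± 22.8 to 262.4 ± 30.9 CPM. Both had a log2 fold change of -0.56, with SEs of 0.102 and 0.105, and an edgeR adjusted p of 0.104. Over dose rank, 3 genes had a falling slope that passed and 1452 had an unadjusted p under 0.05. These 3, named after their values were seen, were Pdgfb with a log2 slope per dose step of -0.21 (SE 0.035, edgeR adjusted p 0.0186), Pcdh1 with -0.20 (SE 0.033, edgeR adjusted p 0.0186) and Dusp4 (Entrez 319520) with -0.35 (SE 0.062, edgeR adjusted p 0.0337).

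In the prefrontal cortex, 1 of 22 xenobiotic response genes and 1 of 37 thyroid hormone and dopamine genes passed over their lists, 4 of each list had an unadjusted p under 0.05, and 0 passed over all genes. Both were Aldh1a1 (Entrez 11668), which is on both lists and rose from 35.4 ± 4.92 CPM in vehicle (SD, n = 4) to 46.8 ± 3.66 CPM at 6 mg/kg (SD, n = 6). Its log2 fold change was 0.40 (SE 0.109), with an edgeR adjusted p of 0.0273 over the first list, 0.0459 over the second and 0.285 over all genes.

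In the striatum no gene of 15118 passed at 6, 1 or 0.1 mg/kg, and 2377, 1113 and 383 genes had an unadjusted p under 0.05. With DESeq2, 31 genes passed at 6 mg/kg. The genes with the smallest p, which did not pass, were Zfp260 (Entrez 26466), with 41.5 ± 4.63 CPM in vehicle (SD, n = 4) and 30.4 ± 2.50 CPM at 6 mg/kg (SD, n = 6), and Arl5b (Entrez 75869), with 21.8 ± 2.62 and 12.8 ± 2.27 CPM. Their log2 fold changes were -0.44 (SE 0.090) and -0.76 (SE 0.157), both with an edgeR adjusted p of 0.208. Over dose rank no slope passed, and 1973 genes had an unadjusted p under 0.05. Over dose in mg/kg, 1862 slopes passed, 965 rising and 897 falling, and 141 passed with the offset for GC content and transcript length. No gene of the xenobiotic response list (22 tested) or of the thyroid hormone and dopamine list (37 tested) passed in the striatum, where 3 and 4 of them had an unadjusted p under 0.05.

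**Figure D3:**
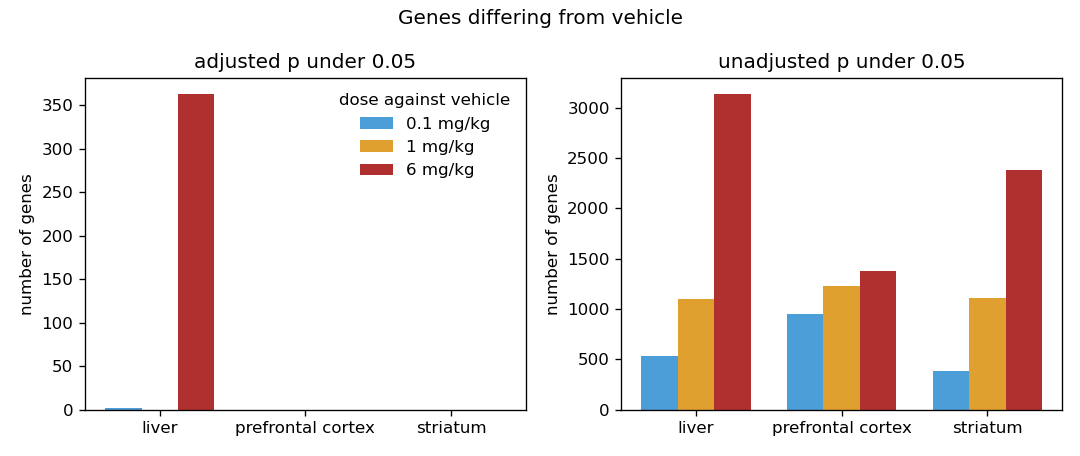
Number of genes (vertical axis) differing from vehicle in each tissue (horizontal axis) at each dose, by edgeR adjusted p under 0.05 (left) and unadjusted p under 0.05 (right). The left panel holds 363 liver genes at 6 mg/kg and 2 at 0.1 mg/kg and none in either brain region, and the right panel holds 3136 liver, 1376 prefrontal cortex and 2377 striatum genes at 6 mg/kg.

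The effect of 6 mg/kg was compared between tissues by the interaction of tissue and dose. Between liver and prefrontal cortex 129 of 14351 genes passed, 88 with a larger log2 fold change in the liver and 41 with a smaller one, and with the animal number as a block 2 genes passed. Dnajb9 had an interaction of -1.97 (log2, SE 0.266, edgeR adjusted p 0.00265) and Trib1 of 1.48 (SE 0.214, edgeR adjusted p 0.00412). Between liver and striatum 4 of 14454 genes passed, and with the block 0 passed and 1765 had an unadjusted p under 0.05. They were Usp2 with an interaction of 1.82 (SE 0.283, edgeR adjusted p 0.0238) and Dnajb9 with -1.68 (SE 0.290, edgeR adjusted p 0.0368), and, chosen after their values were seen, Trib1 with 1.62 (SE 0.285) and Wee1 (Entrez 22390) with 1.82 (SE 0.322), both with an edgeR adjusted p of 0.0368. Between striatum and prefrontal cortex 0 of 15043 genes passed, with 967 at an unadjusted p under 0.05, and with the block 0 passed, with 1323 at an unadjusted p under 0.05. Deviations from the group means of libraries with the same animal number had a mean correlation across genes of 0.113 between striatum and prefrontal cortex, against -0.0233 for different animals of a group. The means for the same animal were 0.0064 between liver and prefrontal cortex and 0.0052 between liver and striatum. Genes are not independent replicates in these correlations.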

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

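The test of brain transcripts against dose, and which left-out libraries to describe here, were chosen after the values were seen. The fits that left out each replicate and the counts of other splits of the samples were planned beforehand. Group by group, 65 sets of libraries were checked for a library far from the others, and 4 stood out, where chance alone gives about 3.2.

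In the liver, vehicle animal 7 had a share of 0.671% of its counts in 925 genes that are abundant in the brain libraries and scarce in liver, far from the other 3 vehicle libraries. The pattern is taken up with the other liver libraries under the further observations; no biological explanation was tested for this animal. Between 6 mg/kg and vehicle as groups no difference in the log2 share was found (two-sided exact permutation p 0.6, n = 6 and 4), which neither explains a single vehicle library nor rules out an effect of dose.

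Trib1 at 30.3 CPM in liver animal 56, Mafg at 122 CPM in liver animal 58 and Zfp260 at 25.65 CPM in striatum animal 56 each lay apart from the other 5 libraries at 6 mg/kg. These 3 libraries are about as many as chance gives, and no biological explanation was tested. Animals 56 and 58 also moved the number of liver genes: 1302 genes passed without animal 56 and 60 without animal 58, against 363 with both.

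The effect of 6 mg/kg differed between liver and prefrontal cortex in 129 genes and between liver and striatum in 4. Of 100 splits of the same 10 animals into 4 and 6, the real one included, 5 gave as many genes as the real split for liver against prefrontal cortex, and 5 of 100 did so for liver against striatum. For striatum against prefrontal cortex, 6 of 100 splits gave as many genes at an unadjusted p under 0.05. At these shares the differences between tissues cannot be told apart from an arbitrary division of the animals. In each split both libraries of an animal stayed together. Splits were not counted for the fits with the animal number as a block. For striatum against prefrontal cortex that fit gave 1323 genes at an unadjusted p under 0.05, against 967 without the block.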

How the results depend on the processing

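The animal block, the other test, scaling and filters, the surrogate variable and the left-out replicates were planned; the GC and length corrections, the 0.1 mg/kg reference and the score covariates were chosen after seeing the data. The scores of 10 of the 11 gene lists written beforehand, those with at least 3 tested genes, were each tried as a covariate in both brain regions, and for the liver a 6-gene neuronal score was tried before the brain share. Causes were not tested unless a value is given.

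For 6 mg/kg in the liver (363 genes), 1138 genes passed with DESeq2, 241 without a filter, 13 with the 2 groups alone, 125 with the GC and length offset, 1 with the GC slope as covariate, 649 with the 6-gene neuronal score, 0 with the clock index (473 at an unadjusted p under 0.05) and 5 against 0.1 mg/kg. Across the 10 fits that each left out a replicate the count ran from 3 to 1302. It was 372 with median-ratio size factors, 403 with a mean of at least 10 counts, 270 with 1 surrogate variable and 380 with the brain share. Of the 363 genes, 178 passed with the surrogate variable.

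At 1 mg/kg in the liver (0 genes) 24 passed with DESeq2, 4 with the surrogate variable, 1 with the 2 groups alone and 0 to 3 with a replicate left out (603 to 1076 unadjusted where 0). At 0.1 mg/kg (2 genes) the counts were 12 with DESeq2, 5 with the surrogate variable and 0 to 2 with a replicate left out (332 to 670 unadjusted where 0).

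In the prefrontal cortex (0 genes) DESeq2 gave 25 genes at 6 mg/kg and 1 at 0.1 mg/kg. At 6 mg/kg the surrogate variable gave 83, the GC slope 130, the 0.1 mg/kg reference 16, the clock gene score 6, the thyroid hormone and dopamine score 2, the blood score 1 and the other 7 scores 0 (1048 to 1758 at an unadjusted p under 0.05), and leaving out a replicate gave 0 to 1 (926 to 1527 unadjusted where 0). In the striatum (0 genes) DESeq2 gave 31, 5 and 1 genes at 6, 1 and 0.1 mg/kg, and the 0.1 mg/kg reference gave 440; each of the 10 scores gave 0 (1429 to 3007 unadjusted), as did leaving out any replicate at 6 mg/kg (1539 to 2622 unadjusted), 1 mg/kg (498 to 2285) or 0.1 mg/kg (224 to 719).

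For the trends, DESeq2 gave 1301 genes in the liver, 82 in the prefrontal cortex and 22 in the striatum, where 624, 3 and 0 were reported. Over mg/kg the counts were 483, 6 and 1862, and with the GC and length offset 186, 1 and 141. In the prefrontal cortex, 2 of the 3 reported genes were among the 6 over mg/kg. The 1 gene with the offset had a rising slope and was not among the 3. For the interactions, DESeq2 gave 938 genes for liver against prefrontal cortex and 134 for liver against striatum, and the replicate block gave 2 and 0 (1765 unadjusted). Leaving out an animal gave 2 to 762 and 0 to 12 (1658 to 1939 unadjusted where 0).

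For the xenobiotic response list in the liver (17 genes) 6 passed against 0.1 mg/kg, 3 with the clock index, 12 with the GC slope, and 14 to 19 with a replicate left out. Over all genes (10 genes) 1 passed with the GC slope, 3 with the 2 groups alone, and 0 to 17 with a replicate left out. In the prefrontal cortex (1 gene) 2 passed with the surrogate variable, the GC and length offset or the GC slope, and 0 against 0.1 mg/kg or with the blood, oligodendrocyte, striatal neuron or thyroid hormone and dopamine score (3 to 4 unadjusted), with 0 to 1 when a replicate was left out (2 to 4 unadjusted where 0). In the striatum (0 genes) 1 passed with DESeq2, with the 2 groups alone, against 0.1 mg/kg or with the blood or the list's own score, and 2 with the striatal neuron or the thyroid hormone and dopamine score. For the thyroid hormone and dopamine list in the prefrontal cortex (1 gene) 2 passed with the surrogate variable or the GC and length offset, and 0 with the 2 groups alone, against 0.1 mg/kg, or with the blood, clock gene, cortical neuron, striatal neuron, immediate early gene, oligodendrocyte, xenobiotic or own score (3 to 7 unadjusted), with 0 to 1 when a replicate was left out (3 to 7 unadjusted where 0). In the striatum (0 genes) 1 passed against 0.1 mg/kg or with the striatal neuron score.

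Of 697 refitted log2 fold changes of named genes, 560 kept their direction and side of the threshold, 122 were no longer past it and 14 were newly past it. Trib1 in the liver reversed, to a log2 difference of -0.061, when 6 mg/kg was set against 0.1 mg/kg. Cyp2b10 ranged from 5.02 against 0.1 mg/kg to 7.42 with the clock index over its alternatives. Of 102 refitted counts for the gene lists described among the observations, 34 differed from the first count by a factor of more than 1.5, and the other 68 were within that factor. At 3 counts the floor in a library was near 0.3 CPM, which limits statements about Cyp1a1 in vehicle livers.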

Other observations

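All tests in this part were chosen only after the pattern had been seen, except the counts of other splits for the dose comparisons, the rank trends and the 2 lists of xenobiotic response and of thyroid hormone and dopamine genes; for some of the tests the outcome that each explanation predicts was written down before the test was run, and for others only afterwards. In all, 11 gene lists written beforehand and 2 written later were read in each of the 3 tissues for 6 mg/kg against vehicle, and a selection is described below. Other lists with genes that passed over the list were, in the prefrontal cortex, blood (3 of 4, lower), cortical neuron (2 of 8, lower) and oligodendrocyte markers (2 of 8, higher). In the liver they were nuclear-retained RNAs (3 of 5, higher), thyroid hormone and dopamine genes (2 of 24, lower), blood markers (1 of 4, lower), cortical neuron markers (1 of 2, lower) and immediate early genes (1 of 7, higher). In the striatum they were nuclear-retained RNAs (1 of 7, higher). Over all genes, 1 gene passed in the liver in each of the thyroid hormone and dopamine, cortical neuron and immediate early gene lists. No explanation was tested for these lists. The 6 correlations across libraries and the 7 exact tests of group differences were each adjusted as a family.

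Splits of the samples, the real one included, gave as many genes as the real groups at the following rates. For 6 mg/kg in the liver 3 of 100 splits did, for the liver trend 2 of 100, for the prefrontal cortex trend 1 of 100, and for 0.1 mg/kg in the liver 2 of 35. For the xenobiotic response list 1 of 100 splits did in the liver and 3 of 100 in the prefrontal cortex, and for the thyroid hormone and dopamine list in the prefrontal cortex 8 of 100. Where no gene passed, genes or list genes at an unadjusted p under 0.05 were compared. At 6, 1 and 0.1 mg/kg the prefrontal cortex had 7, 7 and 18 of 100 splits and the striatum 3, 38 and 44 of 100. The liver at 1 mg/kg had 14 of 100, the striatum trend 7 of 100, and the striatum lists 18 of 100 (xenobiotic response) and 16 of 100 (thyroid hormone and dopamine).

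The liver result at 6 mg/kg may owe part of its size to the vehicle libraries. Set against 0.1 mg/kg in place of vehicle, 3 of the 363 genes passed again and 5 genes in all, but 0.1 mg/kg is itself a dose, so a graded effect of dose predicts a drop as well. The GC slope of the 6 mg/kg libraries (0.118 ± 0.0851, SD, n = 6) lay above that of the vehicle libraries (-0.218 ± 0.0493, SD, n = 4) without overlap (two-sided exact permutation p 0.00476, the smallest this design allows; adjusted 0.0111), and with the GC and length offset 111 of the 363 genes passed again. A difference in library preparation is therefore a candidate explanation for part of the result. It cannot be separated from dose because all 4 vehicle libraries lie below every 6 mg/kg library. For the same reason, the fit with the GC slope as a covariate does not separate GC slope from dose. In that fit 1 liver gene passed, with 1325 at an unadjusted p under 0.05. The 4 libraries at 0.1 mg/kg, with GC slopes from -0.154 to -0.14, also lie below every 6 mg/kg library, and that comparison gave 5 genes. The gap in GC slope is smaller there than against vehicle, so this does not show how many genes the larger gap would give. Brain transcripts account for little of it, since 326 of the 363 genes passed again with the brain share as a covariate.

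For the xenobiotic response list in the liver, 6 genes passed against 0.1 mg/kg and 17 against vehicle. This does not part a contribution of the vehicle libraries from a graded effect of dose: over vehicle, 0.1, 1 and 6 mg/kg, Cyp1a2 averaged 348.6, 513.1, 652.5 and 939.2 CPM and Cyp2b10 1.54, 3.08, 7.82 and 100.4 CPM. Cyp2b10, Cyp1a2 and Ces2a were among the genes that passed over the list against 0.1 mg/kg, with log2 differences of 5.02, 0.88 and 0.68.

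Of 15 circadian clock genes, 9 passed over the list in the liver at 6 mg/kg, 6 higher and 3 lower, and 1 of 100 splits gave as many. Dbp rose from 99.4 ± 67.8 CPM in vehicle (SD, n = 4) to 316.2 ± 31.8 CPM (SD, n = 6), and Arntl fell from 6.27 ± 3.17 to 1.55 ± 0.813 CPM. The clock index, log2 Dbp minus log2 Arntl, was 2.05, 2.49, 5.19 and 5.45 in the vehicle livers and between 6.58 and 8.48 at 6 mg/kg. It ran from 6.17 to 7.99 at 0.1 mg/kg and from 5.77 to 8.61 at 1 mg/kg, so no dosed liver overlapped with vehicle. Against 0.1 mg/kg 0 clock genes passed and 2 had an unadjusted p under 0.05, so it is the vehicle livers that stand apart. Collection of the vehicle mice at another hour is a candidate explanation, but in the brain regions 0 of 15 clock genes passed at 6 mg/kg, with 2 in the prefrontal cortex and 5 in the striatum at an unadjusted p under 0.05. Across 20 animals the index of liver and prefrontal cortex, as deviations from the dose group means, had a Spearman rho of 0.474 (permutation p 0.108, adjusted 0.108) and a Pearson r of 0.492 (permutation p 0.111, adjusted 0.111), and r was 0.271 without the 2 most distant animals. These deviations leave out any shift between dose groups, so the correlation does not test an hour shared by all vehicle mice. Within the vehicle group, animals 3 and 4 had a lower index than animals 7 and 8 in the liver, in the prefrontal cortex (0.713 and 1.16 against 1.8 and 1.83) and in the striatum (2.08 and 1.89 against 2.83 and 2.45). The GC slope split these animals alike in the prefrontal cortex (-0.271 and -0.345 against 0.251 and 0.194). It did so in the striatum too (-0.215 and -0.41 against 0.392 and 0.246), but not in the liver. Within this group, clock index and GC slope cannot be told apart in the brain regions. Collection time was therefore neither shown nor ruled out. With the index as a covariate 0 of the 363 genes passed again (473 genes at an unadjusted p under 0.05). The index does not overlap between the groups, so that fit cannot tell the 363 genes apart from clock state. Against 0.1 mg/kg, where the index does overlap, 3 of the 363 genes passed again. Clock state thus remains open for most of the 363 genes. The liver trend, the genes that passed at 0.1 mg/kg and the liver interactions use the same vehicle livers, so it remains open for them too. No fit with the index was run for these. Leaving out vehicle animals 3 and 4, those with the lowest index, left 11 and 3 genes. Leaving out vehicle animals 7 and 8 left 94 and 137, so a fall was not confined to the animals with a low index. Over the list, 8 of 15 clock genes still passed without animal 3 and 8 without animal 4. No collection times were analysed here.

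Of 24 interferon-stimulated genes, a list written after several had been seen to pass in the liver, 20 were higher over the list at 6 mg/kg, and 1 of 100 splits gave as many. Against 0.1 mg/kg 11 passed over the list, all higher, and 0 passed over all genes, with 15 at an unadjusted p under 0.05. Irf7 rose from 53.1 ± 5.48 CPM in vehicle (SD, n = 4) to 111.6 ± 27.3 CPM at 6 mg/kg (SD, n = 6) and averaged 59.2 ± 9.37 CPM at 0.1 mg/kg (SD, n = 4). Because part of the list was picked from genes already seen to pass, these counts cannot decide between chance and an effect of the mixture. No vehicle library enters the log2 difference between 6 and 0.1 mg/kg, but the 6 mg/kg libraries enter both comparisons. Genes picked because they passed at 6 mg/kg are therefore favoured against 0.1 mg/kg as well. The 11 genes thus do not decide whether the vehicle libraries are their only explanation. For the other genes that passed against vehicle, the vehicle libraries remain a candidate. With the clock index as covariate 0 passed (10 at an unadjusted p under 0.05), which decides nothing because the index does not overlap between 6 mg/kg and vehicle. It does overlap between 6 mg/kg and 0.1 mg/kg (6.17 to 7.99), where 0 clock genes passed (2 at an unadjusted p under 0.05), so clock state was not seen to account for the 11 genes.

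In the striatum, 1862 slopes over mg/kg passed where none did over dose rank, and 1 of 100 permutations of the doses gave as many. The GC slope of the libraries fell into separate ranges: 9 libraries lay between 0.246 and 0.432 and 12 between -0.57 and -0.0274, a division made after the values were seen and not given by the labels. The 9 held all 6 libraries at 6 mg/kg, 2 of vehicle, 1 at 1 mg/kg and 0 at 0.1 mg/kg, and they are the first 9 columns of the deposited table. The GC slope differed between 6 mg/kg and the other 15 libraries (two-sided exact permutation p 0.000295, adjusted 0.00206), as did the total count (exact permutation p 0.0233, adjusted 0.0407), while the choroid plexus score did not (exact permutation p 0.555, adjusted 0.6). With the GC and length offset 90 of the 1862 genes passed again. A library batch that holds all 6 mg/kg samples is a candidate explanation that could produce most of these slopes; the 12 other libraries hold no 6 mg/kg sample, so the slope cannot be recomputed within them, and the 9 hold too few others. Of the 440 genes that passed in 6 against 0.1 mg/kg, 408 are among the 1862.

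Immediate early genes, which respond to neuronal activity, were lower in the striatum at 6 mg/kg: 9 of 12 passed over the list, all lower, and 0 over all genes, and 2 of 100 splits gave as many. Fos fell from 33.7 ± 8.39 CPM in vehicle (SD, n = 4) to 14.3 ± 4.20 CPM (SD, n = 6), with an edgeR list-adjusted p of 0.0111. In the prefrontal cortex 2 of 12 passed, both lower, and 4 of 100 splits gave as many. Against 0.1 mg/kg in place of vehicle, 5 of 12 passed in the striatum and 10 of 12 in the prefrontal cortex, all lower at 6 mg/kg. The prefrontal cortex count was 5 with the 2 groups alone, 1 with DESeq2, the surrogate variable or the GC and length offset, and 0 with the GC slope, with the blood score or without vehicle animal 8 (2 at an unadjusted p under 0.05 in each). It ran from 0 to 3 across the 10 fits that each left out a replicate. In the striatum 10 passed with the GC and length offset and 7 with the choroid plexus score, but 2 with the ependymal or cortical neuron score, 3 with the oligodendrocyte score, 1 without vehicle animal 7 and 0 without vehicle animal 8 (5 at an unadjusted p under 0.05). Without 6 mg/kg animals 56, 53 and 52, each left out in turn, 2, 4 and 4 passed, and across all 10 such fits the count ran from 0 to 11. The scores of striatum and prefrontal cortex of the same animal deviated together from their dose group means (Spearman rho 0.678, permutation p 0.00272, adjusted 0.00544; Pearson r 0.734, permutation p 0.00191, adjusted 0.00286; n = 21). The r was 0.602 without the 2 most distant animals, and rho was 0.7 in the 9 libraries with a high GC slope and 0.706 in the other 12. The state of each animal at collection may thus contribute to the score within a dose group. These deviations leave out any shift between dose groups, so the correlation does not test whether that state explains the decrease at 6 mg/kg. The decrease cannot be told apart from the state of the animals here.

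The brain share of the liver libraries ran from 0.116% to 1.10% with a median of 0.186%, and was above 0.3% in 7 of 20. Marker genes had to be scarce in only 1 liver library, so a low share need not come from brain transcripts. Animal 45 had the highest share, with 0.792% assigned to the striatum profile and 0.314% to the prefrontal cortex profile, whereas animal 7 had 0.124% and 0.538%. Across 925 marker genes the ratio of these 2 liver libraries followed the striatum to prefrontal cortex ratio only loosely (Spearman rho across genes 0.266, under the 0.3 set beforehand). Over the same marker genes, the 7 libraries with a share above 0.3% had Spearman correlations of 0.41 to 0.763 with the prefrontal cortex profile and of 0.404 to 0.731 with the striatum profile. The other 13 had 0.104 to 0.366 and 0.127 to 0.35, where fewer counts also lower a correlation. The marker genes in the livers with a high share thus followed their levels in brain, while the region they came from was not settled; carry-over of brain RNA or reads is a candidate source. Against the total count of the library the log2 share had a Spearman rho of -0.424 (permutation p 0.0633, adjusted 0.076). Its Pearson r was -0.552 (permutation p 0.0121, adjusted 0.0145, n = 20) and -0.525 without the 2 most distant libraries. A link to library size thus remains open too.

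Ttr ranged from 1.66 to 4040 CPM over the striatum libraries and was correlated as log2 CPM. It followed the other choroid plexus markers (Spearman rho 0.887, permutation p 1e-05, adjusted 6e-05; Pearson r 0.92, permutation p 1e-05, adjusted 3e-05; n = 21; 1e-05 is the smallest p that the permutations can give). The r was 0.896 without the 2 most distant libraries, and rho was 0.967 and 0.818 in the 9 and 12 libraries of high and low GC slope. Choroid plexus tissue in some punches is a candidate source, and no biological explanation was tested.

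Xist ranged from 134 to 561 CPM over the prefrontal cortex libraries and was correlated as log2 CPM. It rose with a score of nuclear-retained RNAs (Spearman rho 0.57, permutation p 0.00751, adjusted 0.0113; Pearson r 0.699, permutation p 0.00046, adjusted 0.00092; 0.581 without the 2 most distant libraries) and with the slope of each library on transcript length (Spearman rho 0.695, permutation p 0.00082, adjusted 0.00246; Pearson r 0.833, permutation p 1e-05, adjusted 3e-05; 0.753 without the 2 most distant libraries), both with n = 21. The share of nuclear RNA and length bias may each contribute, and these data do not separate them. Xist and Tsix overlap on opposite strands, and strand use in the counting is not stated.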
